A study of Mus musculus with 2 samples. Its data were reported in "The small and large intestine contain related mesenchymal subsets that derive from embryonic Gli1+ precursors" (2023).

How the data were processed

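Single-cell RNA-seq was performed on mesenchymal stromal cells (MSC) sorted from grafts of embryonic mouse intestine. There was 1 library from large intestinal (LI) grafts and 1 from small intestinal (SI) grafts, taken 4 weeks after transplantation. Libraries had been made on the 10x Genomics Chromium system with either a 3′ or a 5′ kit, and which kit was used for which library was not stated, so a difference in chemistry between the libraries could not be excluded.

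The authors aligned the reads to the mouse genome (mm10) with CellRanger (3.1.0 per the file headers) and deposited, for each library, the number of unique molecular identifiers (UMIs) per gene and cell barcode. These are raw counts, whole numbers with no normalization. No filter beyond CellRanger's own cell calling was stated for the deposited counts, and each barcode carried at least 500 UMIs. A UMI is counted once per original molecule, so amplification copies are not counted. No cluster or cell type annotation was used from the study, so clusters and their names were rebuilt here. Genes are named by the Ensembl identifier and symbol that the files pair. Of the 28692 features in each library, 125 shared their symbol with another feature. Ccl21a was left out of the chemokine list because more than 1 feature carries that symbol. A gene of the retinoid list is not reported here. Coordinates were looked up by Ensembl identifier in the GENCODE vM21 annotation of GRCm38 (mm10), in which all 95 genes looked up were found. The annotation release used by the authors was not stated.

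Barcodes with fewer than 500 genes or more than 10% mitochondrial UMIs were removed, since the study stated no limits for its own filter. Doublets were scored per library with Scrublet as implemented in scanpy 1.11.5. Its own threshold called fewer than 0.5% of barcodes in both libraries, so the barcodes with the highest scores were removed at a rate of 0.8% per 1000 barcodes. Each library was then processed alone in Seurat 5.3.0 under R 4.3.3. Counts were log-normalised, 2000 variable genes were chosen by the vst method, cell cycle scores were regressed out during scaling, and cells were clustered with the Louvain algorithm on 30 principal components, 20 neighbours and a resolution of 0.8. The Hox, epithelial support, retinoid, chemokine and sex-linked genes, Gli1, Cd9, Thbd, Acta2 and the mitochondrial genes were kept out of the variable genes, so that clusters were not built from them. The other genes of the adult lists and the genes ranked by their difference were not kept out.

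Clusters were named from marker lists for fibroblasts and 4 fibroblast (FB) subsets (PDGFRAhi, CD81, CD90/Igfbp5 and Fgfr2), pericytes, smooth muscle cells (SMC), interstitial cells of Cajal (ICC), mesothelial, endothelial, immune, epithelial, glial or neuronal, kidney tubule and erythroid cells. The lists were fixed with the rest of the design, but the thresholds of the naming rule were set after the clusters had been seen. A class other than fibroblast needed at least 3 markers detected in at least 10% of the cluster's cells and raised by a log2 of at least 1.0, with a mean over the list of at least 1.0 and a lead of at least 0.5 over the next class. Fibroblast clusters had at least 3 fibroblast markers detected and a mean log2 of at least -1.0, and a subset needed a mean log2 of at least 0.5 against the other fibroblast clusters with a lead of 0.3. Folds had a pseudocount of 10 CPM (counts scaled to a common total). Clusters whose 10 leading genes held more markers of another class than of their own stayed unnamed, as did clusters whose median UMI count was more than 3 times below their library's median with no own marker among these 10 genes. Fibroblast clusters that met no subset rule are called other FB, as are fibroblast clusters led by cell cycle genes. Named classes are so called from their markers and were not checked by protein.

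Expression was summarised as pooled CPM, the UMIs of a gene summed over a class and divided by all UMIs of the class. Log2 ratios are LI over SI with a pseudocount of 1 CPM. CPM carry exact Poisson 95% intervals, shares of cells carry exact Clopper-Pearson 95% intervals, and ratios carry intervals from an exact binomial split of the gene's UMIs. There was 1 library per group and cells are not replicates, so no test between groups was made and no p-value is given. Where a gene had a count of 0, the limit is that of 3 counts, and for shares of cells the exact interval is given beside it. Profiles of classes were compared between libraries by the Pearson correlation of log-transformed pooled CPM over variable genes shared by both libraries. Gene lists of adult colon and adult small intestine came from the study's supplementary lists of its bulk RNA-seq of sorted adult subsets, which are other samples than the grafts. As used here, they hold 400 colon and 296 small intestinal genes for PDGFRAhi FB, 414 and 298 for Fgfr2 FB and 88 and 61 for both subsets, and the lists of a single subset are slightly shorter than the totals that the study gave. The median log2 ratio of a list was set against 10000 random lists of the same size matched on mean expression. For shares of cells with a Gli1 UMI and for the split of PDGFRAhi FB by Cd9 and Thbd, each cell was thinned to 2000 UMIs and shallower cells were left out.

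Besides the genes of the fixed lists, genes are named by 1 rule, the 5 with the largest log2 ratio in each direction among genes with at least 50 CPM in fibroblast-lineage cells of 1 library and the same direction in every fibroblast subset with at least 50 cells in both libraries. Sex-linked, haemoglobin, mitochondrial and fixed-list genes were left out of that ranking. The fixed lists here are those of Hox, epithelial support, retinoid and chemokine genes. Markers used to name classes and genes of the adult lists could be ranked. The marker lists, gene lists, filters, clustering settings, naming of genes and 18 processing alternatives were chosen before the data were examined. The alternatives were a looser filter (200 genes, 20% mitochondrial UMIs), a stricter filter (1000 genes, 5%), no doublet removal, resolutions of 0.4 and 1.6, no cell cycle regression, 15 principal components, no genes kept out of the variable genes, both libraries clustered together, assignment of each cell by its highest marker score, 1000 variable genes, Spearman correlation, mean log-normalised values, mean per-cell CPM, a minimum of 10 CPM, a pseudocount of 5 CPM, TMM scaling and thinning to 1000 UMIs. TMM factors were the only use of edgeR (4.0.16). Restricting the analysis to female cells and counting unnamed clusters as fibroblasts were added after the data had been seen. Cells were called male from a UMI of a Y-linked gene (Ddx3y, Eif2s3y, Kdm5d or Uty) without Xist, female from Xist without a Y-linked gene, and otherwise unclear.

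The steps that compute ratios and list medians were tested on simulated data before use. Summed counts were drawn for the fibroblast-lineage cells of both libraries, without single cells or clusters. They covered 18504 genes, of which 200 had a known fold change. All 200 were returned with the true direction and 196 lay within 0.25 log2 of it, with a largest error of 0.29. Of 8177 unchanged genes at the minimum CPM, 8167 lay within 0.25 log2 of no change. A list of raised genes reached percentile 100, a list of lowered genes percentile 0 and a list of 100 unchanged genes percentile 22.5. The changed genes and the genes of these lists had at least 10 CPM. The simulation therefore did not cover listed genes below that level, or PDGFRAhi FB and Fgfr2 FB alone, which hold fewer UMIs. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Matrix 1.6.5 and matplotlib 3.10.9.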

Results

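To examine which stromal cells arise from embryonic intestine, single-cell RNA-seq was performed on grafts. Small intestine (SI) or large intestine (LI) of E12.5 mouse embryos that carry a yellow fluorescent protein (YFP) was placed under the kidney capsule of adult wild-type mice and left for 4 weeks. Graft-derived MSC were sorted as live cells positive for YFP and integrin β1 and negative for EpCAM, CD31, L1CAM, CD45, BP3 and Ter119, which removes epithelial, endothelial, glial, immune, lymphoid stromal and red blood cells. The LI library came from pooled grafts, and how many SI grafts were pooled was not stated. There was 1 library per group, so no difference between the SI and LI graft has a replicate check. All intervals below are 95% intervals for counting error only. The LI graft library held 63348069 UMIs in 11568 barcodes, with 500 to 41266 UMIs per barcode. The SI graft library held 54918006 UMIs in 9631 barcodes, with 501 to 48375 UMIs per barcode. Only 26 barcode sequences were shared by both libraries.

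The number of cells that pass quality limits sets the precision of all later shares. In the LI graft, 977 barcodes had fewer than 500 genes and 1373 had more than 10% mitochondrial UMIs, which left 9873 of the 11568 barcodes. In the SI graft, 1084 barcodes had too few genes and 1451 too many mitochondrial UMIs, and 7910 of the 9631 passed. Scrublet's own threshold marked 0 and 2 barcodes as doublets, so the 1071 (9.26%) and 742 (7.7%) barcodes with the highest doublet scores were removed instead. Of these, 992 and 647 had passed the other limits. The analysis retained 8881 LI graft cells (76.8% of barcodes) and 7263 SI graft cells (75.4%). The number of cells that the study analysed from the colonic graft is quoted among its reported values. Its filter limits were not stated, and the 11568 barcodes, the 9873 that passed both limits here and the 8881 left after doublet removal are the numbers to set beside it. The median retained cell held 5145 UMIs and 2071 genes in the LI graft and 5553 UMIs and 2198 genes in the SI graft. The mean number of genes per cell was 2122 and 2221, respectively. A filter of at least 1000 genes and at most 5% mitochondrial UMIs left 7600 and 6468 cells, and one of at least 200 genes and at most 20% left 10066 and 8059.

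The next question was which MSC classes were present in each graft. Clustering gave 18 clusters in the LI graft and 19 in the SI graft. Fibroblast-lineage cells made up 77.4% of retained LI graft cells (76.5 to 78.2%; 6870 cells) and 69.8% of retained SI graft cells (68.7 to 70.8%; 5069 cells). Assigning each cell by its highest marker score, without clusters, changed these shares most, to 40.4% and 46.2%, and so reversed their order. That assignment leaves no cell unnamed, so its shares are not of the same kind. The order also changed when both libraries were clustered together, to 71.2% and 71.6%. Of named fibroblasts, pericytes and SMC, fibroblasts were 87.2% in the LI graft and 81.7% in the SI graft. Pericytes made up 5.83% of retained cells (5.35 to 6.34%) in the LI graft and 10.1% (9.42 to 10.8%) in the SI graft, while SMC made up 5.53% and 5.55%. ICC made up 4.43% of the LI graft (393 cells) and 0.441% of the SI graft (32 cells). By marker score these shares were 11.7% and 9.51%, and with 15 principal components no SI graft cluster was named ICC. A cluster of 133 of the LI graft ICC was led by Lcn2, Hand1 and Fst and held no ICC marker among its 10 leading genes, and the LI graft SMC cluster of 83 cells held no SMC marker among its 10 either. Unnamed clusters, whose number depends on naming thresholds set after the data were seen, held 6.41% of LI graft cells (569) and 12.8% of SI graft cells (927). They were clusters of low depth (536 LI and 235 SI graft cells) and an SI graft cluster of 474 cells with raised markers of both pericytes and SMC. The others were an SI graft cluster of 218 cells, with Wt1 as the only mesothelial marker among its 10 leading genes, and an LI graft cluster of 33 cells. The latter had mesothelial and kidney tubule markers. Because cells between pericytes and SMC stayed unnamed in the SI graft only, the pericyte and SMC shares were not compared between the libraries.

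Within the fibroblast lineage, PDGFRAhi FB made up 8.30% (7.66 to 8.97%; 570 cells) in the LI graft and 6.69% (6.02 to 7.41%; 339 cells) in the SI graft. By marker score these shares were 16.4% and 18.9%, in the opposite order. CD81 FB made up 23.1% and 12.8%, and Fgfr2 FB 30.9% and 21.2%, with ranges over the alternatives of 6.56 to 29.8% and 9.49 to 32.0% for CD81 FB and of 11.9 to 37.1% and 0.211 to 25.4% for Fgfr2 FB. The 10 leading genes of both LI graft CD81 FB clusters held none of the CD81 FB markers. No cluster met the rule for CD90/Igfbp5 FB, and the remaining 37.6% and 59.3% of fibroblasts were other FB. The other FB of each graft included a cluster led by Cd74, Cxcl9 and MHC class II genes (523 LI and 488 SI graft cells) and a small cluster led by cell cycle genes (29 and 28 cells).

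**Figure D1:**
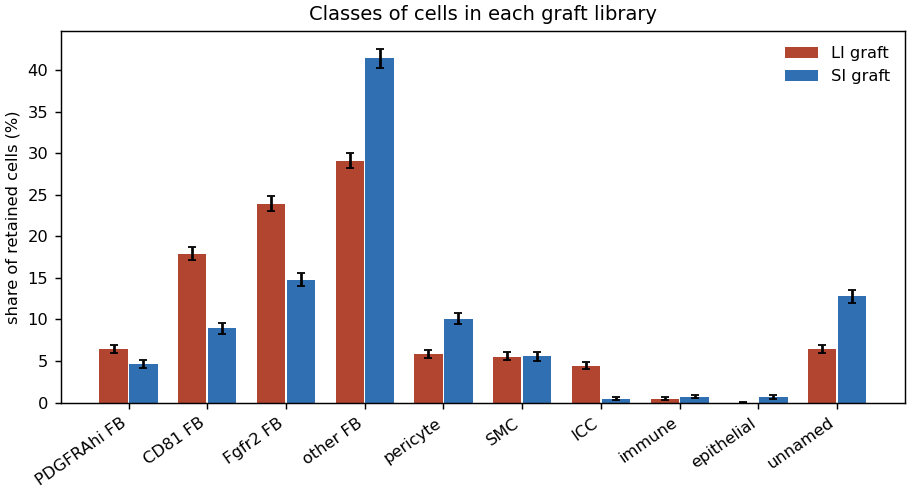
Share of retained cells (percent) in each class for the LI graft and the SI graft, with bars as shares in 1 library each and error bars as exact 95% intervals for counting error. Other FB form the largest class in both libraries, and unnamed cells make up 6.41% of the LI graft and 12.8% of the SI graft.

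To ask whether classes with the same name had similar profiles in both grafts, mean expression was correlated over the 1326 variable genes shared by the libraries, across genes, which are not independent replicates. For each of the 5 classes compared, the closest class of the other library was the one with the same name. The markers used to name classes were not kept out of the variable genes, so a match by name is partly built in. Other FB, the largest class of both libraries, was not among the classes compared. Pearson's r of same-named classes was 0.917 for PDGFRAhi FB, 0.95 for CD81 FB, 0.948 for Fgfr2 FB, 0.953 for pericytes and 0.943 for SMC. Differently named classes gave 0.608 to 0.855. The largest change came from leaving no genes out of the variable genes, which gave 0.853 for CD81 FB.

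The study asks whether graft fibroblast subsets divide epithelial support genes between them, as adult subsets do. Of the 21 genes listed, 19 reached 10 CPM in some fibroblast class of both libraries, and 15 of these were highest in the same class in both. The number fell to 12 with assignment by marker score and rose to 18 with 15 principal components or with no genes left out of the variable genes. PDGFRAhi FB had the highest level in both grafts of 9 genes, Bmp2, Bmp3, Bmp5, Bmp7, Wnt4, Wnt5a, Nrg1, Tnc and Wif1. CD81 FB had the highest level of Rspo1 and Fgf7, Fgfr2 FB of Wnt2b and Sfrp1, and other FB of Grem1 and Rspo3. Grem1 thus departed from the adult pattern, in which the paper reports CD81 FB as its main small intestinal source and as high in colon. Graft CD81 FB had 136 CPM (LI) and 277 CPM (SI) of Grem1, below Fgfr2 FB (202 and 651) and other FB (870 and 1066). Whether other FB include cells that match adult CD81 FB was not tested. Bmp3 (ENSMUSG00000029335, chr5 98854415 to 98884396) had 162 CPM in PDGFRAhi FB against 4.14 CPM in the other fibroblasts of the LI graft, a log2 ratio of 4.98 (4.76 to 5.20). In the SI graft it had 250 against 5.01 CPM, a log2 ratio of 5.39 (5.15 to 5.62). For Bmp7 (ENSMUSG00000008999, chr2 172868012 to 172940321) the ratios were 4.72 and 4.39, for Bmp5 (ENSMUSG00000032179, chr9 75775364 to 75900310) 3.95 and 4.19, and for Wnt5a (ENSMUSG00000021994) 2.69 and 2.66. Wif1 (ENSMUSG00000020218) was raised by 4.22 in the LI graft and by 1.25 in the SI graft, where a cluster of other FB led by Wif1 also carried it. Grem1 (ENSMUSG00000074934, chr2 113746164 to 113758646) lay at the other end, with a log2 ratio of PDGFRAhi FB over other fibroblasts of -6.02 in the LI graft and -6.57 in the SI graft. The ratios of Rspo3 were -4.13 and -1.77, and those of Sfrp1 -3.35 and -3.82. A different class was highest in each graft for Bmp1, Bmp4, Wnt5b and Ptgs2, and Wnt2 and Sema3a stayed below 10 CPM in the SI graft.

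**Figure D2:**
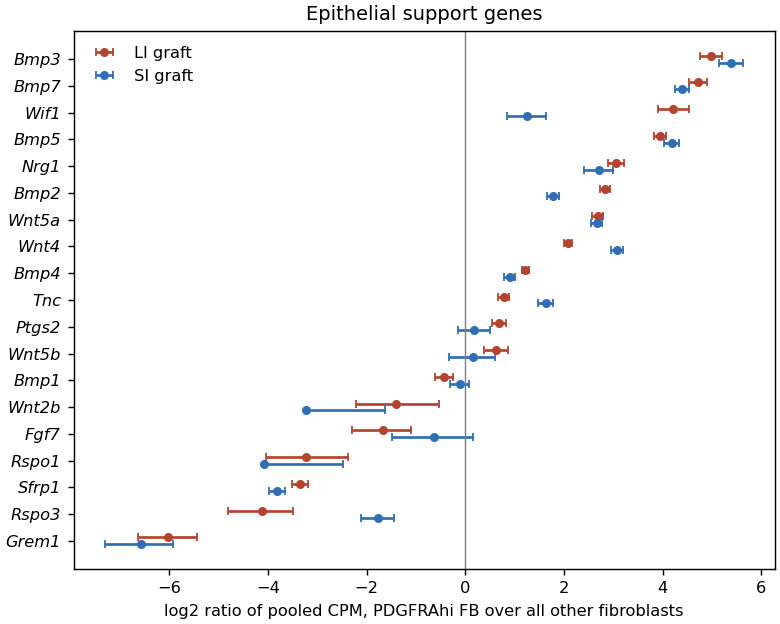
Log2 ratio of pooled CPM in PDGFRAhi FB over all other fibroblasts for the 19 epithelial support genes detected in both libraries, with points for the LI graft and the SI graft and error bars as exact 95% intervals for counting error. Bmp3, Bmp5 and Bmp7 lie between 3.95 and 5.39 in both libraries and Grem1 lies lowest in both.

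Hox genes, which mark position along the gut, were used to check the library labels and to ask how far positional expression was kept. Of the 39 Hox genes in the files, 37 had a UMI in fibroblasts and 21 reached 10 CPM in 1 of the libraries. The summed level of paralogue groups 9 to 13, which are expressed in the posterior gut, was 291 CPM (286 to 297) in LI graft fibroblasts and 7.41 CPM (6.50 to 8.41) in SI graft fibroblasts. Groups 1 to 8 summed to 233 CPM (229 to 238) and 504 CPM (496 to 512), respectively. The SI value of groups 1 to 8 changed most with assignment by marker score, to 458 CPM, and the LI value of groups 9 to 13 with mean per-cell CPM, to 323. All 8 posterior genes at 10 CPM or more were higher in the LI graft. No UMI of Hoxd11 (ENSMUSG00000042499, chr2 74679557 to 74687016) was found in SI graft fibroblasts, against 35.6 CPM in LI graft fibroblasts, a level at least 384-fold higher than the limit of 3 UMIs (0.0926 CPM). By the same limit, Hoxd10 (ENSMUSG00000050368, chr2 74691924 to 74695105) was at least 277-fold higher and Hoxa11 (ENSMUSG00000038210, chr6 52242106 to 52245810) at least 161-fold higher. Hoxa10 (ENSMUSG00000000938, chr6 52231197 to 52240854) had 61.4 CPM in the LI graft and 0.494 CPM (0.282 to 0.802) in the SI graft. Of the 13 anterior genes, 12 were higher in the SI graft, and the exception was Hoxd8 (ENSMUSG00000027102, chr2 74704615 to 74707933) with 30 CPM in the LI graft and 11 CPM in the SI graft. These directions follow the positions that the labels give.

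**Figure D3:**
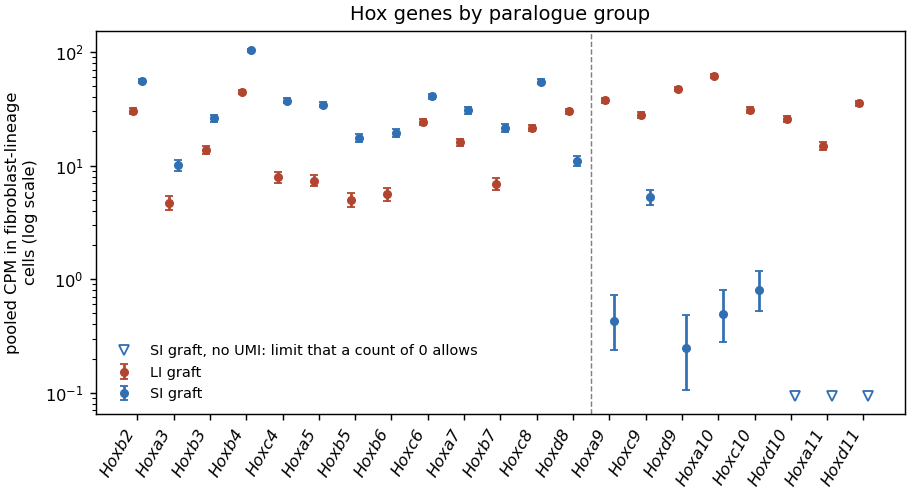
Pooled CPM (log axis) in fibroblast-lineage cells of the LI graft and the SI graft for the 21 Hox genes at 10 CPM or more, ordered by paralogue group, with exact 95% intervals for counting error, a dashed line between groups 8 and 9, and open triangles at the limit of a count of 0. Genes right of the line lie higher in the LI graft, and 12 of the 13 genes left of it lie higher in the SI graft.

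Whether graft fibroblasts carry the regional differences of adult fibroblasts was examined with the lists of genes that the study found higher in adult colon or adult small intestine. In PDGFRAhi FB, the median log2 ratio of LI over SI was 0.83 (0.74 to 0.91) for 385 colon genes, of which 77.4% were higher in the LI graft, and -0.97 (-1.05 to -0.89) for 278 small intestinal genes, of which 84.9% were lower. All genes of PDGFRAhi FB had a median of -0.11, and TMM scaling raised that median by 0.14 on the log2 scale. Relative to the median of all genes, the lists stood at 0.94 and -0.86. In Fgfr2 FB, the medians were 0.35 (0.29 to 0.40) for 402 colon genes and -0.44 (-0.48 to -0.39) for 275 small intestinal genes. For genes shared by both adult subsets, over all graft fibroblasts, they were 0.48 (0.44 to 0.51) for 88 colon genes and -0.97 (-1.03 to -0.92) for 58 small intestinal genes. Each colon list lay above all 10000 random lists and each small intestinal list below all of them, while 95% of random lists for the PDGFRAhi colon genes lay between -0.20 and -0.06. These percentiles describe the 2 libraries and are not a test of the conditions. Without Hox genes, the medians were 0.80 and -0.94 in PDGFRAhi FB, 0.31 and -0.42 in Fgfr2 FB, and 0.40 and -0.94 for the shared genes. Assignment by marker score changed the PDGFRAhi medians most, to 0.37 and -0.42. No alternative changed the direction of a list.

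**Figure D4:**
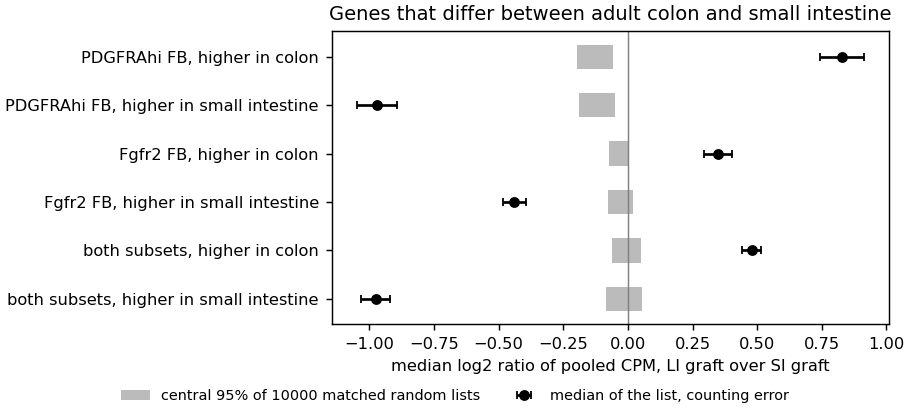
Median log2 ratio of LI graft over SI graft for lists of genes higher in adult colon or adult small intestine, with counting intervals, beside the range that holds 95% of 10000 random lists of the same size and expression. Colon lists lie above their random range and small intestinal lists below it.

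The study compared retinoid and chemokine genes between adult small intestine and colon, and both families were examined in graft fibroblasts. Of 9 retinoid genes, 7 reached 10 CPM in 1 library, with 2 higher in the LI graft and 5 higher in the SI graft. The largest difference was that of Lrat (ENSMUSG00000028003, chr3 82892579 to 82903973), with 2.66 CPM in the LI graft and 57.5 CPM in the SI graft, a log2 ratio of -4.00 (-4.20 to -3.79). Aldh1a2 (ENSMUSG00000013584, chr9 71215789 to 71296243) followed with -1.92, Aldh1a3 (ENSMUSG00000015134) with -1.43 and Aldh1a1 (ENSMUSG00000053279) with -1.26, while Dhrs3 (ENSMUSG00000066026) was higher in the LI graft with 1.17. Rdh10 (0.09) differed little and changed direction with both libraries clustered together and in female cells alone, so that the number of retinoid genes higher in the LI graft fell to 1. Of 12 chemokine genes, 10 reached 10 CPM, with 3 higher in the LI graft and 7 higher in the SI graft by sign, of which Cxcl1, at 975 CPM in both, had an interval that held 0 (-0.021 to 0.020). By marker score or in female cells alone 6 were higher in the LI graft. Ccl7 (ENSMUSG00000035373, chr11 82045712 to 82047525) had 466 CPM in the LI graft and 96.0 CPM in the SI graft, a log2 ratio of 2.27 (2.21 to 2.32). Ccl8 and Ccl2 followed with 1.40 and 1.17. Cxcl10 (ENSMUSG00000034855, chr5 92346638 to 92348889) had 538 CPM in the LI graft and 1816 CPM in the SI graft, a log2 ratio of -1.75 (-1.78 to -1.73), and Cxcl9 had 355 and 685 CPM (-0.94). Male fibroblasts had 1143 and 1435 CPM of Cxcl9 in the LI and SI graft, and female fibroblasts 110 and 170 CPM. Cells called male made up 9.12% of the LI graft and 24.3% of the SI graft. Fibroblasts of unclear sex had 1202 and 995 CPM of Cxcl9, so these male shares may be too low. Cxcl12 (-0.39), Cxcl16 (-0.21), Cxcl13 (-0.20) and Ccl11 (-0.12) differed less, and each was reversed by at least 1 alternative.

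Gli1 marks hedgehog-responsive stromal cells and was used in the study to trace embryonic precursors. With cells thinned to 2000 UMIs, a Gli1 UMI (ENSMUSG00000025407, chr10 127329882 to 127341974) was found in 2.79% of LI graft fibroblasts (2.41 to 3.21%) and 3.08% of SI graft fibroblasts (2.61 to 3.60%), after leaving out 238 and 194 shallower cells. Without thinning the shares were 7.71% and 8.54%, at median depths of 5544.5 and 5845 UMIs. Thinning to 1000 UMIs changed them most, to 1.44% and 1.59%. In thinned PDGFRAhi FB the share was 3.25% in the LI graft and 1.69% in the SI graft, with overlapping intervals (1.94 to 5.09% and 0.553 to 3.91%). LI graft ICC, at a median of 4261 UMIs, had a Gli1 UMI in 0 of 378 thinned cells, which allows up to 0.794% by the limit of 3 counts (exact interval 0 to 0.971%). SI graft ICC had it in 0 of 28 (up to 10.7%, exact 0 to 12.3%) and LI graft immune cells in 0 of 24 (up to 12.5%, exact 0 to 14.2%). These limits hold for cells with a UMI at this depth and not for cells that express the gene. In the SI graft, 4 of 83 thinned immune or epithelial cells had a Gli1 UMI (4.82%, 1.33 to 11.9%; 6 of 98 unthinned), at a median depth of 6190 UMIs. All 4 were immune cells (4 of 41; 9.76%, 2.72 to 23.1%), which carried fibroblast genes at 43.1% of the level in fibroblasts, while epithelial cells, at 4.55%, had it in 0 of 42 (up to 7.14%, exact 0 to 8.41%). No background level was therefore set for the Gli1 shares.

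In the adult colon, the study found Acta2, the gene of smooth muscle actin, in PDGFRAhi FB that carry Thbd but not in those high for Cd9. In the grafts, PDGFRAhi FB were split after thinning into cells with Thbd and no Cd9 UMI (132 LI and 88 SI graft cells) and cells with Cd9 and no Thbd UMI (124 and 59), while 74 and 84 cells had both and 224 and 64 neither. Acta2 (ENSMUSG00000035783, chr19 34241090 to 34255590) had 1607 CPM in Thbd cells and 909 CPM in Cd9 cells of the LI graft, a log2 ratio of 0.82 (0.67 to 0.97). In the SI graft it had 2229 CPM in Thbd cells and 2626 CPM in Cd9 cells, a log2 ratio of -0.24 (-0.36 to -0.11). Because the split rests on which UMIs the thinning keeps, 100 further draws were added after the result had been seen, in which the LI ratio ranged from -0.28 to 0.61 (median 0.21) and the SI ratio from -0.61 to 0.36 (median -0.10). The first LI value thus lay above all further draws, and both reported directions appeared together in 55% of draws. Female cells alone changed the LI value most, to 0.0040, and assignment by marker score the SI value, to 0.64. The SI direction was reversed in 6 of 12 alternatives.

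The largest differences between graft fibroblasts were ranked over genes outside the fixed lists and the other genes left out, so that larger differences, such as that of Hoxa10 (5.38) or Lrat (-4.00), are not among them. Higher in the LI graft were Ctla2a (ENSMUSG00000044258, chr13 60934155 to 60936625), with 570 CPM against 15.5 CPM and a log2 ratio of 5.12 (5.0 to 5.24), Chrdl2 (4.58), Ren1 (4.07), Sfrp2 (3.96) and Il11 (3.82). Of the LI graft UMIs of Ctla2a, Chrdl2 and Ren1, 77.3%, 51.3% and 50.8% came from 1 cluster of mostly male cells, which was also led by MHC class II genes. Another mostly male cluster held 47.6% of the LI graft UMIs of Il11, and the mostly male SI graft cluster led by MHC class II genes held 68.4% of the SI graft UMIs of Gbp4. An unnamed SI graft cluster of 218 cells was led by Ctla2a among other genes, so leaving it out of the fibroblasts widened that difference, and with unnamed clusters counted as fibroblasts the Ctla2a ratio was 4.26. Clustering both libraries together changed it most, to 2.45. Higher in the SI graft were Rgs5 (ENSMUSG00000026678, chr1 169655501 to 169695813), with 61.6 CPM in the LI graft and 685 CPM in the SI graft (-3.46, -3.51 to -3.40), Angptl1 (-2.76), Ackr4 (-2.42), Hsd11b1 (-1.91) and Gbp4 (-1.66). Rgs5 and Ackr4 were also among the markers used to name classes. Rgs5 and Angptl1 are on the adult small intestinal list shared by both subsets, and Hsd11b1 and Gbp4 on that of Fgfr2 FB, while Hsd11b1 is also on the colon list of PDGFRAhi FB. Ackr4 and the 5 genes higher in the LI graft are on none of the adult lists. Ctla2a and Gbp4 belong to families of similar genes (Ctla2b and other Gbp genes), so their counts are uncertain where reads could not be told apart. In female cells alone, 3 of these 10 genes remained among the 10 with the largest differences, and the ratios of Ctla2a (3.16), Chrdl2 (1.81), Il11 (2.01) and Gbp4 (-1.01) were smaller in size.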

Values the study reported

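For the colonic graft, where 3 grafts had been combined, the study gave 8624 cells with 2223 genes in the mean cell. Its comparison of colonic graft clusters with adult colonic clusters used 1486 variable genes found in both. In bulk RNA-seq of sorted adult subsets, 698 genes were reported to differ between small intestine and colon in PDGFRAhi FB and 716 in Fgfr2 FB, with 149 genes in common.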

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

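The tests of smooth muscle RNA, of the random draw, of the depth of male cells, of free RNA from immune and epithelial cells and of doublets with fibroblasts were chosen only after the results had been seen.

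Acta2 differed in opposite directions between Thbd and Cd9 cells of PDGFRAhi FB in the 2 grafts, with a log2 ratio of 0.82 in the LI graft and -0.24 in the SI graft. The difference between the grafts was not tested, since there was 1 library of each. RNA from smooth muscle cells would bring Myh11, Actg2, Des and Cnn1 along with Acta2. The gap of these genes summed reached at most 14.7% of the gap that the Acta2 difference would need, which argues against this source, although the sum had the same directions as Acta2 (0.46, 0.01 to 0.92, in the LI graft and -0.27, -0.61 to 0.08, in the SI graft). Depth would place the higher Acta2 level on the side with more UMIs per cell. In the LI graft it lay with the Thbd cells, whose median of 4799 UMIs was slightly below the 4944 of Cd9 cells. These medians are close and have no spread, and the sides depend on the draw, so they do not decide whether depth matters. In the SI graft it lay with the deeper side (6016 UMIs in Cd9 cells, 5610.5 in Thbd cells), so depth is not excluded there either. The random draw that thins each cell stayed open. Of 100 further draws, 55% gave both reported directions, the LI graft ratio ranged from -0.28 to 0.61 with a median of 0.21, and the SI graft ratio from -0.61 to 0.36 with a median of -0.10. The reported LI graft value of 0.82 lay above all of these draws, and without thinning the ratios were 0.20 and -0.14. The size of both ratios and the opposite directions may therefore come from which cells the draw placed on each side, and a regional difference remains untested.

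Immune cells were found in both libraries, 40 in the LI graft and 51 in the SI graft, and 47 epithelial cells were found in the SI graft, although the sort excluded CD45 and EpCAM positive cells. No LI graft cluster was named epithelial, which does not exclude a few epithelial cells, since the smallest cluster held 29 cells. Free RNA would spread the marker UMIs over all cells in proportion to their depth. Whatever their cluster, the 20 cells with most marker UMIs held 49.1% of the immune marker UMIs in the LI graft, 31.1% in the SI graft and 88.0% of the epithelial ones, against at most 3.11, 4.43 and 2.28% in 1000 draws of such a spread. This argues against free RNA as the whole source of these UMIs, although only 37.8% of the immune marker UMIs of the SI graft lay inside the immune cluster, against 53.5% in the LI graft and 96.6% for epithelial markers. The enrichment of markers in the clusters, first used as the test, was dropped because the clusters are named by these markers. A count of cells with at least 3 different markers was then tried and also dropped, since a spread would give more such cells for abundant markers (336 expected and 43 found for epithelial markers) but fewer for immune markers (36.2 and 10.3 expected, 78 and 64 found). Doublets with fibroblasts would carry about 50% of the fibroblast level of fibroblast genes. These genes stood at 3.26% of that level in LI graft immune cells and 4.55% in SI graft epithelial cells, against a doublet origin. In SI graft immune cells they stood at 43.1%, so single immune cells and doublets cannot be told apart there from this value alone. Such cells may have passed the sort, as cells of the host or of the graft, which was not tested.

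Cells called male made up 9.12% of LI graft cells and 24.3% of SI graft cells, a property that was not part of any comparison. Cells called female were 81.5% and 55.3%, and the rest was unclear (9.36% and 20.3%). Fibroblasts of unclear sex had 1202 and 995 CPM of Cxcl9, nearer to male (1143 and 1435) than to female fibroblasts (110 and 170). The unclear cells may therefore include male cells, and the male shares may be too low. A male call needs a UMI of a Y-linked gene and therefore favours deep cells. The higher medians of male cells (8308 UMIs against 5018 in female cells of the LI graft, 7293.5 against 5211 in the SI graft) therefore do not decide whether depth matters. In the LI graft, 3 clusters were mostly male. Their medians (5801, 7197 and 11317 UMIs) lay above the library's median of 5145. If depth had set them apart, male and female cells of the same depth would fall into the same clusters. With female cells weighted to the depth of male cells, the distance in cluster shares was 87.8 percentage points, against 86.9 unweighted and at most 8.14 for female cells drawn at that depth, which argues against depth as the whole source. An earlier test, of low depth, was dropped because a male call favours deep cells. Sex-linked genes could also have driven the clustering, but in these 3 LI graft clusters at most 1 of the 50 leading genes lay on chromosome X or Y, with Xist, Tsix and the Y-linked genes left out of both the variable genes and this count. Male and female cells of a library are from different animals, and if the sort for YFP kept only graft cells, from different embryos.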

How the results depend on the processing

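The 18 alternatives planned before and 2 added after the data had been seen (female cells only, and unnamed clusters counted as fibroblasts) were applied to 78 values. Of the values of main results under an alternative, 210 stayed within their counting interval (within 1.5 times for numbers of genes or classes), 118 moved by more than that and 6 reversed. Of single genes, further shares and values without an interval, for which a change of up to 5% counts as none, 259 stayed, 313 moved without a called change of direction and 10 reversed. No paired analysis was possible because there was 1 library per group, and the number 1 that both libraries carry pairs nothing. With both libraries clustered together, the list medians in Fgfr2 FB gave no value because too few Fgfr2 FB were named in the SI graft. Except where stated, the cause was not tested.

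The shift of all 6 adult lists kept its direction under every alternative that gave a value, as did the difference of both Hox sums between the grafts. The number of classes closest to their namesake in the other library was 4 to 7 over 13 alternatives, against 5. The number of support genes with the same highest class ranged from 12 to 18, and the number highest in PDGFRAhi FB in both grafts from 7 to 11.

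The looser cell filter kept 10066 LI and 8059 SI graft cells, by its construction. Fibroblasts then made up 69.0% and 64.9% of the LI and SI graft, and PDGFRAhi FB 9.56% and 7.70% of fibroblasts. Medians of the lists shared by both adult subsets were 0.41 for colon and -1.04 for small intestine, and the Acta2 ratios were 0.22 in the LI and -0.093 in the SI graft. Under the stricter filter 7600 and 6468 cells were left, with 83.4% and 74.9% fibroblasts, 5.82% PDGFRAhi FB in the SI graft, a Fgfr2 small intestinal list median of -0.50, and Acta2 ratios of 0.13 and, reversed, 0.31. Without doublet removal there were 9873 and 7910 cells, 78.2% fibroblasts and 9.42% PDGFRAhi FB in the LI graft, small intestinal list medians of -0.49 (Fgfr2) and -1.03 (shared), and Acta2 ratios of 0.29 and -0.075.

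At a resolution of 0.4, fibroblasts made up 75.9% of the SI graft, the shared colon list had a median of 0.43, and Acta2 stood at 0.38 in the LI graft and, reversed, at 0.023 in the SI graft. A resolution of 1.6 gave 76.4% and 60.8% fibroblasts, 9.92% and 7.68% PDGFRAhi FB and an SI graft sum of Hox groups 1 to 8 of 512 CPM. Its list medians were 0.66 and -0.85 in Fgfr2 FB and 0.63 and -1.04 for shared genes, and Acta2 in the LI graft was 0.18. Without cell cycle regression, LI graft fibroblasts were 78.4%, list medians -0.49 (Fgfr2 small intestinal), 0.41 and -1.03 (shared), and Acta2 was 0.58 and, reversed, 0.024. With 15 principal components, SI graft fibroblasts were 64.5%, SI graft Hox groups 9 to 13 summed to 5.28 CPM, list medians were -0.50 (Fgfr2 small intestinal), 0.65 and -1.09 (shared), and Acta2 in the LI graft was 0.16.

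When no genes were left out of the variable genes, SI graft fibroblasts were 62.2%, PDGFRAhi FB 9.77% and 7.48%, and the SI graft Hox sums 513 CPM (groups 1 to 8) and 5.18 CPM (groups 9 to 13). List medians were then -0.50 (Fgfr2 small intestinal), 0.66 and -1.11 (shared), Acta2 was 0.44 and -0.024, and 6 of the 10 genes with the largest differences outside the fixed lists remained among them. Clustering both libraries together gave 71.2% and 71.6% fibroblasts, an LI graft sum of 242 CPM for Hox groups 1 to 8, 1 retinoid and 5 chemokine genes higher in the LI graft, Gli1 in 3.26% of LI graft fibroblasts and an LI graft Acta2 ratio of 0.34. It reversed Rdh10 (-0.13), Ccl11 (0.13) and Cxcl13 (0.078).

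Assignment by marker score moved the most results, but it has no unnamed cells and no class other FB, so its shares differ in meaning. Fibroblasts were 40.4% and 46.2% and PDGFRAhi FB 16.4% and 18.9%, while the Hox sums were 221 and 458 CPM (groups 1 to 8) and 264 and 5.58 CPM (groups 9 to 13). List medians were 0.37 and -0.42 in PDGFRAhi FB, 0.19 and -0.27 in Fgfr2 FB and -0.82 for the shared small intestinal list. There were 6 chemokine genes higher in the LI graft, Gli1 was found in 3.31% of LI graft fibroblasts and 5.94% of LI graft PDGFRAhi FB, SI graft Acta2 reversed to 0.64, and 6 of the 10 largest differences remained. Ccl11 (0.52), Cxcl13 (0.76) and Cxcl16 (0.074) also reversed.

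Mean per-cell CPM gave 547 CPM for SI graft Hox groups 1 to 8, 323 CPM for LI graft groups 9 to 13 and 0.55 for the shared colon list. With only genes of at least 10 CPM, list medians were 1.10 and -1.15 in PDGFRAhi FB, -0.52 for the Fgfr2 small intestinal list and 0.41 for the shared colon list. A pseudocount of 5 CPM, which shrinks ratios of low genes by its construction, gave 0.53 and -0.70, 0.22 and -0.30, and 0.39 and -0.67 for the PDGFRAhi, Fgfr2 and shared lists. TMM scaling gave 0.96 and -0.83 in PDGFRAhi FB, since it moved the median of all genes there by 0.14. Thinning to 1000 UMIs lowered the share of cells with Gli1 to 1.44% and 1.59% of fibroblasts and 1.41% of LI graft PDGFRAhi FB, and gave Acta2 ratios of 0.16 and, reversed, 0.18.

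In female cells only, SI graft fibroblasts were 74.5%, PDGFRAhi FB 9.42% and 4.61%, and the LI graft Hox sums 251 CPM (groups 1 to 8) and 309 CPM (groups 9 to 13). List medians were 0.98 and -1.05 in PDGFRAhi FB, -0.36 for the Fgfr2 small intestinal list and 0.56 and -0.80 for the shared lists. There were 1 retinoid and 6 chemokine genes higher in the LI graft, Gli1 was found in 4.03% of SI graft PDGFRAhi FB, and Acta2 was 0.0040 and, reversed, 0.16. Of the 10 largest differences, 3 remained. Rdh10 (-0.32), Cxcl12 (0.22), Cxcl13 (0.57) and Cxcl16 (0.077) reversed. With unnamed clusters counted as fibroblasts, 8 of the 10 remained and Ctla2a fell to 4.26.

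Depth limits the detection of Gli1, whose share in LI graft fibroblasts rose from 1.44% at 1000 UMIs per cell to 2.79% at 2000 and 7.71% without thinning. Cell number limits other values, such as those of the 32 SI graft ICC and the Acta2 split, which rests on 59 to 132 cells per side.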

Other observations

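The test of the adult lists within a library, the test of a single graft that differs for another reason, the test of free RNA from immune cells, the weighting by depth and the use of female cells alone were chosen only after the results had been seen.

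Each graft held a fibroblast cluster led by MHC class II genes and Cxcl9. Among LI graft fibroblasts, 50.4% of male cells (46.5 to 54.3%) and 0.374% of female cells lay in this cluster, and among SI graft fibroblasts 24.9% of male cells (22.4 to 27.4%) and 1.44% of female cells. MHC class II genes summed were 15.3-fold higher in the cluster than in other fibroblasts of the LI graft and 21.5-fold higher in the SI graft. This fold had been set as the test of free RNA but was dropped, since the clusters are defined by these genes. Doublets with immune cells, or free RNA from them, would also bring Ptprc, Tyrobp, Fcer1g and Laptm5. These reached at most 5.23% of the level that the MHC class II genes would need from either source, which argues against both as the whole source. An SI graft pericyte cluster of 137 cells led by Ubd, Ccl5 and Cxcl9 was also male in 98.8% of its sexed cells. A candidate explanation is a response of female hosts to male graft tissue, which needs a larger male share in both libraries, and the smaller of the male shares was 24.9%. The sex of the hosts is not given in the labels. A single graft that differs for another reason stays open, since 75.1% of male SI graft fibroblasts and 49.6% of male LI graft fibroblasts lay outside the cluster, and the 2 explanations cannot be told apart without a record of which cells came from which graft.

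In the LI graft, 3 clusters were mostly male (89.4, 94.0 and 98.8% of sexed cells). They held 87.7% of all male and 0.787% of all female cells of that library, and the male share in its other clusters was 0 to 11.1%. The difference in class shares between the grafts might reflect differences between single grafts. If so, male and female cells of 1 library, which are taken to be from different embryos, would differ by as much as the libraries do. The distance between the libraries was 23.8 percentage points, and that between male and female cells 64.3 points in the LI graft but 11.6 points in the SI graft. Between the libraries, female cells alone differed by 30.3 points and male cells alone by 48.0 points, so the libraries also differ within 1 sex. The LI value meets this expectation and the SI value does not, and the LI value and the mostly male clusters are 1 observation, not separate support. The SI graft was not free of the pattern, however, since 4 of its clusters were mostly male (56.2, 59.3, 87.2 and 98.8% of sexed cells) and another of 457 cells had 0 male of 436 sexed cells. The class other FB pools this cluster with those of 56.2 and 87.2%, so the distance between classes hides their difference. With female cells weighted to the depth of male cells, the distances between classes were 61.0 and 13.3 points. Over clusters, the SI graft distance was 35.2 points unweighted and 32.5 points weighted, against at most 5.86 for female cells drawn at that depth. The libraries were clustered apart, so this value has no counterpart between them. Class shares of 1 pool of grafts may thus be uncertain by more than their counting error.

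The adult regional lists shared by both subsets behaved otherwise. The gap between the medians of the colon list and the small intestinal list shared by both adult subsets, LI over SI, was 1.36 in female cells and 1.39 in male cells. Between male and female cells of 1 library it was -0.03 in the LI graft and -0.08 in the SI graft, at most 0.0780 in size, which argues against differences between single grafts as the source. By the test first written, a single list median, male over female cells, reached 0.376 in size in the LI graft, because both lists were lower in male cells, and by that measure the explanation would have been met. Lists of a single adult subset, taken over all fibroblasts by sex, were less stable. The PDGFRAhi colon list had a median of 0.23 in female but -0.24 in male cells, LI over SI, against -0.14 for all genes of male cells, and of -0.46 for male over female cells of the LI graft. Relative to all genes, these values were 0.23, -0.10 and -0.36. The Fgfr2 colon list went from 0.13 in female to -0.03 in male cells, but relative to all genes it stood at 0.13 and 0.11. Its median for male over female cells was -0.25 in the LI graft and -0.05 in the SI graft. Relative to all genes, these medians were -0.15 and 0.02. For the PDGFRAhi and Fgfr2 colon lists differences between single grafts are not excluded. A regional difference retained by the grafts is consistent with the values of the shared lists, as a hypothesis from the same data.

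Of the 10 genes with the largest differences outside the fixed lists, 1 (Chrdl2) lost more than 50% of its log2 ratio when only female cells were used, and kept 39.5%. This argues against cells of 1 sex as the whole source of most of these differences, though Ctla2a kept only 61.8%, Gbp4 60.6% and Il11 52.6%. The higher level of Rgs5 in SI graft fibroblasts could be RNA from pericytes. To explain it, 14.6% of fibroblast RNA would have to come from pericytes, and 8 other pericyte genes summed stood at 19.3% of the level that this share would bring. An Rgs5 UMI was found in 62.0% of SI graft and 15.9% of LI graft fibroblasts. Free RNA from pericytes is argued against as the whole cause, and a difference between regions stays open as untested.

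Kidney tubule genes (Umod, Slc34a1, Lrp2, Miox and Kap) were detected with 728 UMIs in 73 LI graft cells and 804 UMIs in 128 SI graft cells. Free RNA from the host kidney may explain them if they were spread over all cells. The 20 cells with most of these UMIs held 92.7% and 86.6% of them, and 4 and 6 cells with at least 3 of the genes held 83.8% and 81.6%, so a few tubule cells that passed the sort are the more likely source. No biological explanation from the design was tested for this pattern.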
